A study of Sparus aurata with 9 samples. Its data were reported in "Exploring the Integrated Role of miRNAs and lncRNAs in Regulating the Transcriptional Response to Amino Acids and Insulin-like Growth Factor 1 in Gilthead Sea Bream (Sparus aurata) Myoblasts" (2024).

How the data were processed

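Small RNA was sequenced from primary cultures of fast skeletal muscle myoblasts of gilthead sea bream (Sparus aurata), grown to day 8. The labels place 9 libraries in 3 groups of 3. CTR cells spent 36 h without amino acids, AA cells spent 12 h without amino acids and then 24 h with amino acids, and IGF1 cells were given insulin-like growth factor 1 for the last 24 h, in a medium that, as the study describes it, also held no amino acids. By the study, the CTR medium was Earle's salts with vitamins and glucose, and the AA medium was DMEM. The IGF1 medium was that of CTR with the growth factor and bovine serum albumin as its carrier. The comparisons therefore do not isolate amino acids or the growth factor from these other components. The study describes 3 independent cell cultures, but the labels do not say which libraries came from the same culture. The main fit therefore did not pair libraries, and its p-values measure the spread between these libraries. Correlations between libraries hint that equal replicate numbers pair them, and a fit with a replicate block is given as an alternative.

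The authors trimmed the single-end reads with scripts of their own and kept unique sequences of 18 to 26 nt. They assigned these by BLAST to miRBase precursors, first of chosen species and then of others, and deposited 1 table of normalized reads, a signal per miRNA entry and library. The formula of that normalization and the genome build are not given in the sources used here. Each deposited entry is a mature sequence under a miRBase name, with a species prefix (oni, abu, ssa or dre, for the fish whose precursor it matched) and a suffix for differences from that precursor, or a predicted candidate whose name starts with PC. The authors also deposited a p-value per entry over the 3 groups and the mean per group; those p-values were not used here, and the means equal the averages of the libraries. No genome was used, so positions of miRNA genes were not analysed here.

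Within each library, most low values were multiples of 1 step, taken as the value of 1 read. Dividing the total by this step gave inferred depths of 7045311, 7455035 and 8010694 reads for CTR replicates 1 to 3, 11214788, 10423122 and 9766620 reads for AA and 9534840, 8759459 and 7241678 reads for IGF1. Of the values under 150 normalized reads, between 79.3% and 83.1% per library were whole reads within 0.02 reads, and between 98.1% and 99.3% were whole reads or simple fractions of a read. Reads may have been divided between names they match, but this was not tested. Whole reads were therefore recovered for most low values but not throughout, and count models were not run. A count of 3 reads, the limit that a count of 0 allows, corresponded to between 2.32 and 3.62 normalized reads, for counting error only. All 30 sequences listed under several names had equal values under each of these names, so that names such as miR-133a and miR-133b cannot be separated by their major arm.

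Entries with at least 10 normalized reads in at least 3 of the 9 libraries were tested, which left 594 of 862. Values entered as log2(normalized reads + 1), so that a fold change understates the change of low entries. One linear model over all 9 libraries was fitted in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation and an intensity trend, for AA against CTR, IGF1 against CTR and AA against IGF1. The last is the test of whether the effects of both treatments differ. P-values were two-sided and adjusted by Benjamini-Hochberg over the entries tested, with a threshold of 0.05 and no fold threshold, as the study states for its miRNA data. Data were prepared in Python 3.11.15 with pandas 2.3.3. In 20 simulated data sets 200 entries among 862 were changed. Of the changed entries that met the filter, the AA against CTR test recovered 26.3% of those changed 1.5-fold, 57.1% of those changed 2-fold and 80.5% of those changed 4-fold. Changed entries that the filter left out are not part of these shares. Of its calls, 4.29% were false. The simulation changed many entries, gave each entry the same spread in all groups and drew no shared cultures. The mean SD per entry on the log2 scale was instead 0.54 in CTR and 0.341 in AA. These shares may therefore not hold for the real libraries.

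Lists of miRNA families and of markers of other cell types, 28 in all, were fixed before the data were examined, as were the tests and the rule for named miRNAs. An entry joined a list by its miRNA number and the seed of the guide strand, so that passenger strands are outside the lists. Lists with at least 2 tested entries were tested with the limma function camera, with the correlation between entries estimated from the data, and adjusted over the lists of a comparison. Named miRNAs were, for each treatment against CTR, up to 10 of the largest rises and 10 of the largest falls among entries past the threshold whose treated libraries all lay beyond all control libraries, with 1 entry per name and without predicted candidates. For AA against IGF1 the limit was 5 in each direction. The most abundant entry of each list and of each myomiR and the 5 most abundant entries of the table were named whatever their change.

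Replicates of a group differed far beyond counting noise, with a chi-square per entry between 103 and 464, so each was counted as 1 sample. The alternatives were other pseudocounts, filters, scalings, sums per name, fits on 6 libraries, no trend, a replicate block, each library left out in turn, and other list tests. Ranges over the alternatives given below cover the limma fits only. Comparisons of both arms of a miRNA were chosen after seeing the data. For these, entries were summed per name and arm, and the log2 ratio of the less abundant (minor) to the more abundant (major) arm was tested in limma over 109 pairs. This ratio does not depend on the scaling of a library.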

Results

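The microRNA content of gilthead sea bream myoblasts was measured by small RNA sequencing in 3 groups of 3 libraries: cells kept without amino acids (CTR), cells given amino acids back (AA) and cells given insulin-like growth factor 1, a growth hormone mediator that drives muscle growth (IGF1). The table held 862 entries, of which 567 carried a miRBase name and 295 were predicted candidates. Inferred depth was 7503680 ± 484526 reads in CTR, 10468177 ± 725135 in AA and 8511992 ± 1166438 in IGF1 (SD, n = 3 each). The AA libraries were thus the deepest, and CTR libraries listed more entries at 0, between 156 and 191, than AA libraries, between 112 and 119.

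A few miRNAs held most of the normalized reads in the table. miR-21 took 31.6% ± 1.78 of normalized reads, miR-146 16.2% ± 2.87, miR-22b 8.25% ± 0.82 and the muscle miRNA miR-206 6.30% ± 1.06 (SD, n = 9). These 4 entries together held 62.3% ± 1.24 of reads. The fifth, miR-199-5p, held 1.88% ± 0.24 under each of the names that share its sequence. Mean abundance exceeded 10000 normalized reads in 77 entries (8.93%) and stayed under 10 in 286 (33.2%). Predicted candidates held between 0.127% and 0.155% of reads per library. Among the 5 most abundant, none passed the test in either treatment. miR-21 had log2 fold changes of -0.06 in AA and -0.11 in IGF1, miR-146 0.37 and 0.29, miR-22b -0.28 and -0.12, and miR-199-5p -0.27 and -0.03. With 1 library left out, miR-21 ranged from -0.102 to -0.03 in AA and from -0.163 to -0.053 in IGF1, and miR-146 from 0.144 to 0.488 in IGF1. With weights estimated per library, miR-22b passed in AA (adjusted p = 0.0301, and up to 0.506 over the alternatives).

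The comparison of AA with CTR asked which miRNAs differ when amino acids return, in a medium that differs in other components too. Among the named entries that passed the test, arms of the muscle miRNAs miR-1 and miR-133 had the largest rises. miR-1-5p rose from 28.6 ± 11.2 to 176 ± 40.9 normalized reads (SD, n = 3), a log2 fold change of 2.62 (SE 0.31, limma adjusted p = 0.00185), and miR-133b-5p from 714 ± 147 to 4159 ± 1319 (2.51, SE 0.40, adjusted p = 0.00761). miR-133a-2-5p rose by 1.90 (SE 0.20, adjusted p = 0.000985) and miR-206-5p by 1.48 (SE 0.23, adjusted p = 0.00626). Of the major arms, miR-1 rose from 29547 ± 1032 to 57580 ± 5303 (0.96, SE 0.13, adjusted p = 0.00393). The major arms of miR-133, with a log2 fold change of 0.65 (SE 0.17, adjusted p = 0.0689), miR-499, with 0.86 (SE 0.24, adjusted p = 0.111), and miR-206, with 0.31 (SE 0.16, adjusted p = 0.347), did not pass. miR-133 passed without IGF1 replicate 1 (adjusted p = 0.0296) and miR-499 without CTR replicate 1 (adjusted p = 0.0252), and both passed with weights estimated per library. miR-133 also passed in limma with a replicate block (adjusted p = 0.0111). Over all alternatives the adjusted p ran from 0.0098 to 0.309 for miR-133 and from 0.00169 to 0.416 for miR-499. With 1 library left out miR-206 ranged from 0.157 to 0.434.

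**Figure D1:**
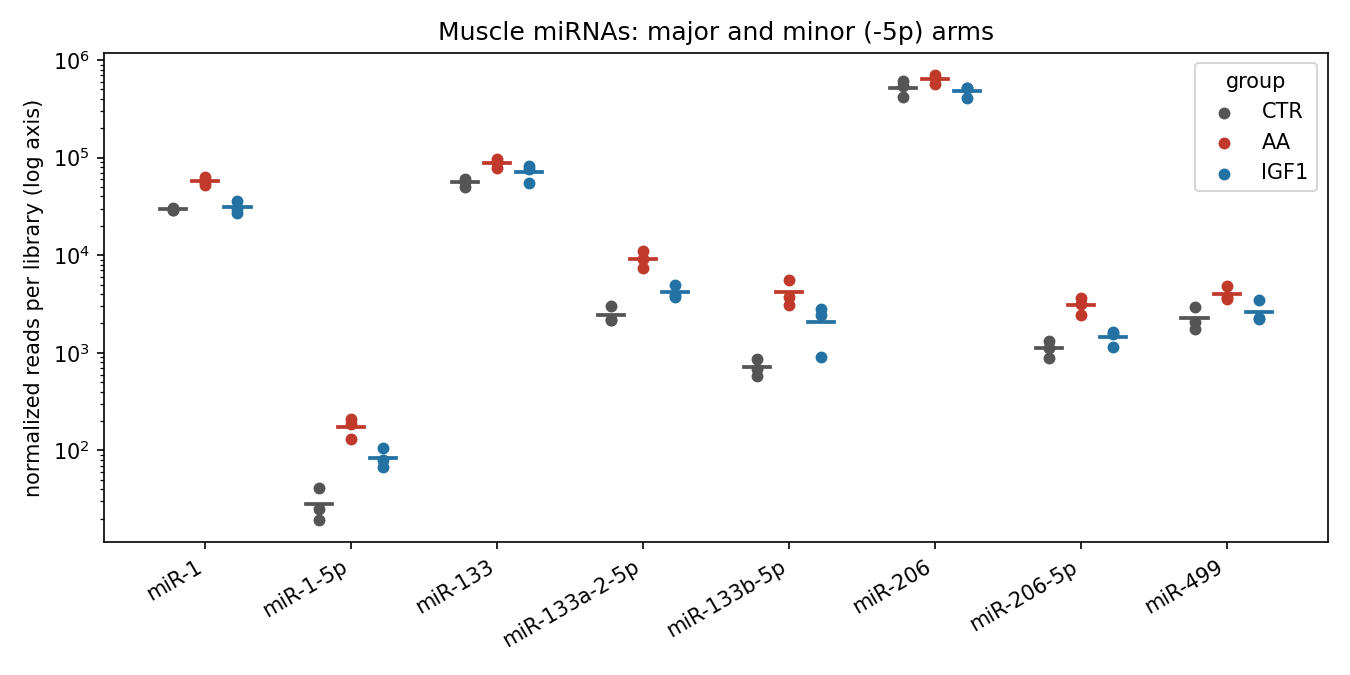
Normalized reads (log axis) of muscle miRNA arms in each library, with CTR in grey, AA in red and IGF1 in blue. Points are libraries and bars are means of 3. miR-1 reached a mean of 57580 in AA against 29547 in CTR and 31008 in IGF1, and miR-1-5p 176 against 28.6 and 84.0.

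Outside the muscle miRNAs, miR-181b-3p rose in AA from 178 ± 44.4 to 622 ± 46.8 (1.82, SE 0.19, adjusted p = 0.000985), and mir-217-p3 rose by 1.25 (SE 0.17, adjusted p = 0.00337). Also past the threshold were both entries of miR-7133, at 1.18 and 1.07, and miR-145-3p, the passenger strand of a smooth muscle miRNA, at 0.82 (SE 0.16, adjusted p = 0.0271). mir-29d-p5 fell from 116 ± 36.8 to 16.7 ± 9.10 (-2.84, SE 0.43, adjusted p = 0.00626), mir-29a-1-p5 from 115 ± 31.7 to 43.4 ± 1.45 (-1.35, adjusted p = 0.00994) and miR-203a, a miRNA of skin epithelium, from 333 ± 56.5 to 128 ± 35.0 (-1.39, adjusted p = 0.00994). The major arm of miR-29a had a log2 fold change of 0.16 (SE 0.25, adjusted p = 0.772). In all, 11 entries rose, 1 of them a predicted candidate, and 3 fell, out of 594 tested. Groups did not overlap in 22.6% of entries, where chance gives 10%. The split of higher against lower calls was 11 to 7 with TMM scaling and 9 to 7 after quantile normalization. The count was 40 without CTR replicate 1 and 8 without AA replicate 2. It was larger with a replicate block and with weights estimated per library, as given below, where 61.3% and 55.8% of the calls were higher. miR-203a and mir-29a-1-p5 missed the threshold without AA replicate 2, at an adjusted p of 0.056 each. One miR-7133 entry missed it without CTR replicate 2 (0.0899), CTR replicate 3 (0.0834), AA replicate 1 (0.0975), AA replicate 2 (0.116) or AA replicate 3 (0.0687), and the other without CTR replicate 2 (0.0621), AA replicate 1 (0.0763) or AA replicate 2 (0.116). miR-145-3p missed it without CTR replicate 2 (0.0621), CTR replicate 3 (0.0834), AA replicate 2 (0.156), AA replicate 3 (0.0787) or IGF1 replicate 2 (0.0552), after quantile normalization (0.222) or without an intensity trend (0.0533). In a fit on the 6 AA and CTR libraries alone, both miR-7133 entries (0.0512 each) and miR-145-3p (0.0847) missed it.

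All 9 tested entries of the myomiR list, the muscle-enriched miRNAs, had higher values in AA, with a median log2 fold change of 0.65. In all list counts and list tests, a sequence under several names entered once per name, such as that of miR-133a and miR-133b. Of these, 1 passed over all entries and 4 passed adjusted over the list alone, which is not independent evidence, since the study named these miRNAs on the same libraries. With an estimated correlation the list did not pass (camera p = 0.0401, adjusted p = 0.847), while it passed with a preset correlation (adjusted p = 0.000718) and with the limma list test fry (adjusted p = 0.0358). None of the 27 lists tested passed with an estimated correlation. The miR-10 family (all 6 entries lower, median -0.29), the miR-125 family (all 4 lower, median -0.86) and the epithelial list (6 of 8 lower, median -0.40) passed with the preset correlation only, and their adjusted p was 0.847 each with an estimated correlation. The epithelial list was the only other list with an entry past the threshold, miR-203a. Adjusted over the list alone, 3 entries fell in the epithelial list, 3 in the list of miR-25, miR-92 and miR-363 and 1 in the hepatic and intestinal list, and 1 rose in each of the miR-34 and miR-7 lists. The study named miRNAs of all these lists on the same libraries, so these counts are not independent evidence.

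Most other families had medians near 0 in AA against CTR. Median log2 fold changes were 0.25 for the family of miR-17, miR-20, miR-93 and miR-106, 0.18 for that of miR-18 and miR-19, -0.29 for that of miR-25, miR-92 and miR-363, 0.01 for miR-15 and miR-16, -0.11 for let-7, 0.21 for miR-29, 0.03 for miR-30, -0.16 for miR-221 and miR-222, 0.03 for the clusters of miR-23, miR-24 and miR-27, -0.04 for miR-26 and 0.27 for miR-181. They were 0.01 for miR-128, -0.17 for miR-99 and miR-100, 0.23 for miR-130, miR-301 and miR-454, 0.25 for miR-210 and 0.32 for the immune miRNAs. The miR-34 family, with 2 entries, had a median of 1.11. The 2 entries of miR-7 had opposite signs, -0.05 and 2.67, the latter (miR-7a) at a mean of 7.24 normalized reads, and their median of 1.31 was 0.60 after quantile normalization. Among markers of other cells, the median was -0.23 for fibroblast and smooth muscle miRNAs, 0.02 for the endothelial list, 0.38 for blood, 0.06 for neural and 0.06 for hepatic and intestinal miRNAs. Median, mean and test differed in sign in 9 of the 27 lists: those of miR-25, miR-15, miR-30, miR-23 and miR-128 and the endothelial, blood, neural and hepatic lists. The medians of the miR-15, miR-128 and endothelial lists were below 0 after rescaling to the same total, those lists and the miR-30 and miR-23 lists with TMM, and these together with the immune, neural and hepatic lists after quantile normalization. The miR-430 list had no entry. Liver-enriched miR-122 had a log2 fold change of -0.77 (SE 0.18, adjusted p = 0.0575), with an adjusted p between 0.0257 and 0.207 over the alternatives. Without CTR replicate 1, miR-20 had a log2 fold change of 0.61 in place of 0.25 (adjusted p = 0.0361) and miR-34 of 0.77 in place of 0.56 (adjusted p = 0.0287). With 1 library left out miR-20 ranged from 0.014 to 0.608 and miR-34 from 0.348 to 0.766, and over the alternatives the adjusted p ran from 0.032 to 0.98 for miR-20 and from 0.0147 to 0.444 for miR-34.

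The comparison of IGF1 with CTR asked the same of the growth factor with its carrier protein, without amino acids. No entry passed in limma, with a smallest adjusted p of 0.114. At an unadjusted p under 0.05 there were 61 entries, 35 higher and 26 lower, where 29.7 would be expected by chance. Of the entries that rose in AA, several had smaller positive values here. miR-1-5p was at 84.0 ± 19.5 normalized reads (SD, n = 3; log2 fold change 1.57, SE 0.31, limma adjusted p = 0.114), mir-217-p3 at a log2 fold change of 0.83 and miR-133a-2-5p at 0.78. miR-1 had a log2 fold change of 0.06 (SE 0.13), miR-206 -0.12 and miR-34, a miRNA induced by p53 in mammals, 0.85 (SE 0.21, adjusted p = 0.271). miR-122 stood at -0.72 (SE 0.18, adjusted p = 0.271). None of the 27 lists passed with an estimated correlation, and the epithelial list alone passed with a preset one (7 of 8 entries lower, median -0.54, adjusted p = 0.712 with an estimated correlation). The myomiR list had 6 of 9 entries higher, with a median of 0.06. Adjusted over the list alone, 1 miR-34 entry rose, and 3 entries of the epithelial list and 1 of the hepatic and intestinal list fell, which is not independent evidence, since the study named miRNAs of these lists. Median, mean and test differed in sign in 3 lists, those of miR-25, of fibroblast and smooth muscle and of hepatic and intestinal miRNAs. Without CTR replicate 1, 2 entries passed, both higher, and miR-34 had an adjusted p of 0.0411, as against 0.0483 with weights estimated per library. Entries also passed with a replicate block and with these weights, as given below. Groups did not overlap in 13.3% of entries, where chance gives 10%.

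The direct comparison of AA with IGF1 tested whether the effects differ. In limma 5 entries passed, all higher in AA, and 52 had an unadjusted p under 0.05. miR-181b-3p was at 622 ± 46.8 in AA and 183 ± 10.1 in IGF1 (SD, n = 3; log2 fold change 1.76, SE 0.19, limma adjusted p = 0.00252), and mir-128-2-p5 at 168 ± 28.8 and 44.6 ± 16.6 (1.94, SE 0.31, adjusted p = 0.0212). miR-1 (0.90, SE 0.13, adjusted p = 0.0168), miR-133a-2-5p (1.13, SE 0.20, adjusted p = 0.031) and miR-145-3p (0.94, SE 0.16, adjusted p = 0.031) were the others. All 9 myomiR entries were higher in AA than in IGF1, with a median of 0.62, but the list did not pass with an estimated correlation (camera p = 0.014, adjusted p = 0.378). It passed with the preset one, as did the miR-181 family (6 of 7 entries higher, median 0.31, adjusted p = 0.495 with an estimated correlation). Several entries of that family, under the names miR-181a and miR-181c, are the same sequence, with a log2 fold change of 0.31. The count was 13 without CTR replicate 1, 1 without AA replicate 2, AA replicate 3 or IGF1 replicate 1, and 2 without IGF1 replicate 2 or 3. It was 1 without an intensity trend and larger with a replicate block or weights per library, as given below. miR-145-3p missed the threshold after quantile normalization (0.16). Without CTR replicate 3, miR-133a-2-5p and miR-145-3p missed the threshold, at 0.0535 each, and without AA replicate 2 the adjusted p was 0.148 for miR-1 and mir-128-2-p5 and 0.178 for miR-133a-2-5p and miR-145-3p. The let-7 list was the one in which median, mean and test differed in sign. Groups did not overlap in 15.3% of entries, where chance gives 10%. miR-181b-3p passed under each limma alternative tried, with an adjusted p of at most 0.03. In an unequal-variance comparison of untransformed values no entry passed after adjustment.

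Across the 594 entries, log2 fold changes against CTR in AA and in IGF1 had a Pearson r of 0.687 and a Spearman rho of 0.672, entries not being independent replicates. Both use the same control libraries, and unchanged groups simulated 1000 times against shared controls gave a mean r of 0.50 (95% of simulations between 0.367 and 0.62) and a rho of 0.456. The covariance was 0.29, against 0.108 in the simulation. The sign was the same in 77.8% of entries, against 66.7% simulated. The simulation gave controls and treated groups the same spread. The mean SD per entry on the log2 scale was instead 0.54 in CTR, 0.341 in AA and 0.384 in IGF1. A wider spread of the shared controls would raise these values by itself, so that their excess over the simulation does not show a shared effect. Of entries with an unadjusted p under 0.05, 21 were higher in both treatments and 10 lower in both. Unchanged groups against shared controls gave 13.0 (95% of simulations between 8 and 18) and 7.86 (between 4 and 12) at these list sizes, and independent lists would share 3.48 and 1.71. The 3 controls cannot be split with at least 2 in each part, and part of the excess may come from them. Of the 14 entries past the threshold in AA, 13 had the same sign in IGF1, where unchanged groups gave 13.0 (between 11 and 14), so that this count does not separate an effect of IGF1 from the shared controls.

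**Figure D2:**
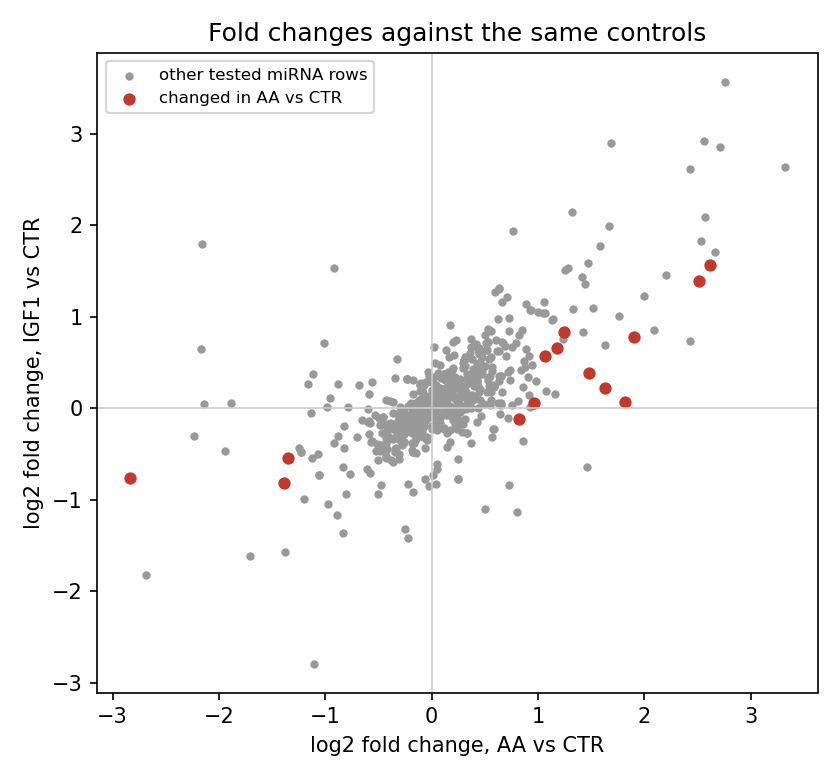
Log2 fold change of each tested entry in AA against CTR (horizontal) and IGF1 against CTR (vertical), with entries that changed in AA in red. Most red points lie on the side of 0 they share in both treatments, and the Pearson r over all entries was 0.687.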

Values the study reported

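The study reported 54 miRNAs upregulated and 26 downregulated in response to AA. In response to Igf-1 it reported 20 upregulated and 26 downregulated miRNAs. For AA it gave log2 fold changes of 2.62 for miR-1, 2.54 for miR-133a/b, 1.80 for miR-181b, 1.54 for miR-499, 1.48 for miR-206 and −2.79 for miR-29d. For Igf-1 it gave 1.56 for miR-1, 0.77 for miR-133a/b and −0.72 for miR-206.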

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

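The direct test of AA against IGF1 and the splits of the samples were planned, and the other tests of this part were chosen after the results were seen. For the correlation between arms the bounds were set before it was computed, but after changes of single arms were seen, and its comparison with other splits was added later. AA and IGF1 cells, whose media differed in other components too, differed by the direct limma test in 5 miRNA arms, each higher in AA than in IGF1. The differences in log2 fold change were 1.76 for miR-181b-3p, 1.94 for mir-128-2-p5, 0.90 for miR-1, 1.13 for miR-133a-2-5p and 0.94 for miR-145-3p. Of these, 4 are minor arms and 1, miR-1, is a major arm. All but miR-181b-3p missed the threshold without an intensity trend. The same held without AA replicate 2, without AA replicate 3 and without IGF1 replicate 1. Other splits of the 6 AA and IGF1 libraries gave at most 0 changed entries against the real 5, and the 10 possible splits are too few for a share under 0.05 (1 split, the real one, gave as many).

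Minor arms of miR-1, miR-133a and miR-206 rose more in AA than their major arms by the limma test of the ratio (adjusted p = 0.0256, 0.0457 and 0.00707), while the ratio of miR-133b, at 1.86 on the log2 scale, did not pass (0.0657). That of miR-206 missed the threshold without AA replicate 2 (0.0738), that of miR-1 without CTR replicate 2 (0.0838) or AA replicate 1 (0.0801), 2 (0.101) or 3 (0.0597), and that of miR-133a without CTR replicate 2 (0.135) or 3 (0.117), AA replicate 1 (0.126), 2 (0.122) or 3 (0.136) or IGF1 replicate 2 (0.0672) or 3 (0.0526), while that of miR-133b passed without IGF1 replicate 1 (0.0481) or 3 (0.0182). Over these 4 pairs, of which those of miR-133a and miR-133b share 1 major arm sequence, the mean gap was 1.48 on the log2 scale and the median minor arm change 2.21. The greater depth of the AA libraries is argued against as the whole cause, since other minor arms of the same abundance had a median change of 0.18 (SE 0.07, 64 pairs). With a pseudocount of 10, 93.9% of the mean gap was left, but this mean says little about low values. The minor arms of miR-133a, miR-133b and miR-206, at means of 5280, 2312 and 1890 normalized reads, lie far above that pseudocount. For miR-1, with a minor arm mean of 96.05, the gap fell from 1.661 to 1.325, so low values are argued against as its whole cause only. A candidate explanation is that both arms follow a change in precursor supply, with the minor arm turned over faster: major and minor arm changes correlated over the other 105 pairs (Spearman rho 0.281), but another split of the libraries gave 0.342, so that this correlation cannot be told apart from the spread between libraries. The study also measured primary transcripts of miR-1, miR-133a, miR-133b and miR-206 by qPCR and reported concordance with its sequencing. Those values were not used here.

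CTR replicate 1 lies apart from the other libraries, at -21.4 on the first principal component, which holds 28.4% of the variance, while the nearest other library, IGF1 replicate 1, is at -2. Blood cells are argued against as the whole cause by miR-142 alone. miR-142-3p was at 705.2 in CTR replicate 1 and also at 533.8 and 662.1 in replicate 1 of AA and IGF1, which do not lie apart. The other, more abundant arm of miR-142 was at 797.6, 1191.3 and 1126.4 there. Over entries of at least 100 reads, deviations of CTR replicate 1 from its group correlated at 0.61 with those of AA replicate 1. With those of IGF1 replicate 1 they correlated at 0.736. A part that these 3 libraries share, blood cells included, is therefore not argued against. Other blood miRNAs cannot decide. The largest excess of these over the other controls, that of miR-451, was 10.1% of that of miR-142-3p. The more abundant arm of miR-142, however, was 1.74-fold higher against 1.43-fold for miR-451, so the share depends on the arm chosen. All blood entries measured were higher, by 1.41-fold to 5.24-fold. GC content is argued against as the whole cause as well, since its correlation across entries was weak (r = -0.132), but a part of it stays open. Depth is argued against as the whole cause, since its distance from the others over the tested entries, 1.02, lay above the 95% interval that the other 8 libraries give for its depth (up to 0.981, without allowance for its being picked as the farthest) and IGF1 replicate 3, at 7241678 reads against 7045311, was at 0.745, but a part of depth stays open: among entries of at least 1000 normalized reads the distance was 1.01 times that of the next library, CTR replicate 2, so that it rests on lower entries. No biological explanation other than blood cells was tested.

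For the other comparisons the splits are as few. AA against CTR gave 14 changed entries and the other splits of those 6 libraries at most 0 (1 of 10 splits gave as many). IGF1 against CTR gave 0, and another split gave 39 (all 10 splits gave at least 0). That split sets CTR replicate 1 and IGF1 replicates 1 and 3 against the rest and points to a structure of the samples outside the groups.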

How the results depend on the processing

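Array weights, the merging of identical sequences, unadjusted tests, the relation without CTR replicate 1 and all arm ratios were chosen after seeing the data. The planned count models were not run, since whole reads were not recovered throughout. The number of entries changed in AA against CTR, 14, stayed within 1.5 times except with a replicate block (31), array weights (104) and unadjusted tests (77), and ranged from 8 to 40 with 1 library left out. IGF1 against CTR gave 2 with the block, 5 with array weights, 46 unadjusted, and 0 to 2 with 1 library left out. AA against IGF1 gave 9 with a filter of 100 reads, 10 summed per name, 1 without trend, 10 with the block, 20 with array weights, 56 unadjusted, and 1 to 13 with 1 library left out. The cause was not tested, except that the filter and the sums leave fewer entries to adjust over (352 and 457). The labels do not say whether a replicate number marks 1 culture, and the block was not part of the design: over the tested entries same-number correlations of deviations ran from -0.115 to 0.401, with 6 of 9 over 0.1. Over the 339 entries of at least 100 reads they ran from 0.16 to 0.736, with 9 of 9 over 0.1. In both sets of entries 8 of 9 libraries correlated best with their own number, a hint that the numbers pair the libraries. With the block, miR-133 (adjusted p = 0.0111) and miR-122 (0.0461) passed in AA against CTR. With array weights miR-92a (0.0147) and miR-10a (0.0391) passed there as well. Lists past the threshold were 0 throughout with an estimated correlation, and 4, 1 and 2 with a preset one in AA, IGF1 and AA against IGF1, and 1 with fry in AA, the myomiR list. The relation of the treatments was 0.864 over the 14 entries past the threshold, where unchanged groups against shared controls gave 0.84 (between 0.44 and 0.97), in a simulation chosen after seeing the data. Depth limits low entries, and CTR most.

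Of the called named miRNAs, no value reversed, and 35 of 162 values with 1 library left out and 10 of 250 others lost the threshold. The values that changed sign were all of uncalled miRNAs. In AA against CTR these were let-7e (-0.008 rescaled to the same total, -0.029 with TMM, -0.038 with array weights), miR-128 (-0.048) and miR-153c (-0.081) after quantile normalization, and miR-126 (-0.003 with array weights). In IGF1 they were, after quantile normalization, miR-100 (0.03), miR-454b (-0.038) and miR-223 (-0.013), and with array weights miR-454b (-0.023), miR-7 (0.013), miR-199-5p (0.036) and miR-126 (-0.051). Quantile normalization sets the change of the most abundant entries to 0, which was not counted as a change of sign. With 1 library left out, ranges in AA were -0.072 to 0.083 for let-7e, -0.236 to 0.146 for miR-7, -0.053 to 0.433 for miR-29a, -0.217 to 0.087 for miR-30b, -0.013 to 0.742 for miR-27c, -0.037 to 0.265 for miR-128 and -0.262 to 0.298 for miR-153c. In IGF1 they were -0.057 to 0.201 for miR-454b, -0.307 to 0.128 for miR-7, -0.271 to 0.006 for miR-206, -0.113 to 0.481 for miR-20, -0.165 to 0.089 for let-7e, -0.369 to 0.084 for miR-100, -0.128 to 0.204 for miR-223, -0.174 to 0.002 for miR-26a, -0.213 to 0.047 for miR-128, -0.607 to 0.141 for miR-375, -0.055 to 0.146 for miR-1 and -0.118 to 0.024 for miR-199-5p. The cause was not tested.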

Other observations

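A broader view of arms, chosen after seeing the data, covered 109 pairs of arms, counted per miRNA name. Some names share an arm, and miR-132 and miR-132b have the same values in both arms, so the pairs are not all distinct. In AA against CTR the ratio of minor to major arm changed in 8 of the 109 pairs in limma. It rose in 7 (miR-1, miR-133a, miR-206, miR-181b, miR-217, miR-125a and miR-365) and fell in 1 (miR-29d). The ratio rose by 1.16 on the log2 scale for miR-206 (adjusted p = 0.00707) and fell by 2.92 for miR-29d (adjusted p = 0.0323), whose major arm stood at 0.08. Arms were ranked by their mean over all libraries, 110.8 and 66.6 for miR-29d. The fall itself lowers the second of these, so that this ranking may depend on the change. In IGF1 no ratio passed, with 18 at an unadjusted p under 0.05, with 14 passing without CTR replicate 1 and 3 without CTR replicate 3. In AA against IGF1 only that of miR-128 passed, with 5 passing without CTR replicate 1, 2 without IGF1 replicate 3 and 0 without any 1 of the AA replicates or IGF1 replicate 1 or 2. The count in AA depended on single libraries: it was 19 without CTR replicate 1, 5 without CTR replicate 3 or AA replicate 3, 3 without IGF1 replicate 2, 1 without CTR replicate 2 or AA replicate 1, and 0 without AA replicate 2.

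Some miRNAs separated libraries and not groups. miR-21b-3p was at 8474, 11425 and 10016 normalized reads in replicate 1 of CTR, AA and IGF1 and between 1088 and 3863 in the other libraries. miR-204a was at 11577 in IGF1 replicate 3 and between 194 and 1685 elsewhere. A variant of miR-99 was at 1848 in CTR replicate 1 and between 111 and 197 elsewhere.

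In the main fit, which did not pair libraries, 14 entries changed in AA, 11 higher and 3 lower, and 0 in IGF1. The threshold was the false discovery rate that the study states. Those counts are lower than the values quoted from the study above. Both were larger with a replicate block and with array weights, as given above, so the gap to the study depends on the fit too. An unadjusted unequal-variance comparison of untransformed values over all 862 entries, added after seeing the data, gave 51 higher and 26 lower in AA and 20 higher and 26 lower in IGF1, and 0 after adjustment. The counts quoted from the study lie closer to these unadjusted ones.

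The log2 fold change in AA of the major arm of miR-1 was 0.96, of miR-133 0.65, of miR-206 0.31, of miR-499 0.86, of miR-181b 0.27 and of miR-29d 0.08. Those are smaller changes than the values quoted from the study above. The quoted values for miR-1, miR-133, miR-181b, miR-206 and miR-29d lie closer to those of the minor arms given here. For several of these miRNAs the study also measured primary transcripts by qPCR and reported concordance with its sequencing, which was not examined here. In IGF1 the major arm of miR-1 had a log2 fold change of 0.06, that of miR-133 0.35 and that of miR-206 -0.12. Those too are smaller changes than the values quoted from the study above. The quoted values of miR-1 and miR-133 for IGF1 lie closer to those of miR-1-5p and miR-133a-2-5p given here. That of miR-206 does not follow this pattern: its minor arm was at 0.38 in IGF1, and an entry for a longer variant of its major arm at -0.73 (adjusted p = 0.373).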
